# PBRM-1/PBAF-regulated genes in a multipotent progenitor in *Caenorhabditis elegans*

**DOI:** 10.1093/g3journal/jkad297

**Published:** 2023-12-27

**Authors:** Laura D Mathies, Andrew C Kim, Evan M Soukup, Alan’da E Thomas, Jill C Bettinger

**Keywords:** SGP, hmc, multipotent progenitor, *C. elegans*, *pbrm-1*, PBAF, muscle, differential gene expression, SWI/SNF chromatin remodeling

## Abstract

The *Caenorhabditis elegans* somatic gonadal precursors (SGPs) are multipotent progenitors that generate all somatic cells of the adult reproductive system. The 2 SGPs originate in the mesodermal layer and are born through a division that produces one SGP and one head mesodermal cell (hmc). One hmc terminally differentiates, and the other dies by programmed cell death. The polybromo-associated BAF (PBAF) chromatin remodeling complex promotes the multipotent SGP fate. The complete loss of PBAF causes lethality, so we used a combination of Cre/lox recombination and GFP nanobody-directed protein degradation to eliminate PBRM-1, the signature subunit of the PBAF complex, from 83 mesodermal cells, including SGPs, body muscles, and the hmc. We used RNA sequencing to identify genes acting downstream of PBAF in these cells and identified 1,955 transcripts that were significantly differentially expressed between *pbrm-1(−)* and *pbrm-1(+)* in the mesoderm of L1 larvae. We found that genes involved in muscle cell function were overrepresented; most of these genes had lower expression in the absence of PBRM-1, suggesting that PBAF promotes muscle differentiation. Among the differentially expressed genes were 125 that are normally expressed at higher levels in SGP vs hmc and positively regulated by *pbrm-1* and 53 that are normally expressed at higher levels in hmc vs SGP and are negatively regulated by *pbrm-1;* these are candidate regulators of the SGP/hmc fate decision. We validated one candidate gene using a fluorescent reporter; the *hsp-12.3* reporter was derepressed in SGPs in *pbrm-*1 mutants, suggesting that *hsp-12.3* expression is normally repressed by *pbrm-1* in SGPs.

## Introduction

SWItching defective/sucrose nonfermenting (SWI/SNF) chromatin remodeling complexes are multiprotein assemblies that regulate gene expression by altering chromatin structure (Clapier and Cairns 2009). Two major classes of SWI/SNF complexes are BRM/BRG-associated factor (BAF) and polybromo-associated BAF (PBAF; reviewed in Wu *et al.* 2009). In mammals, molecularly distinct BAF complexes are found in pluripotent embryonic stem cells (esBAF), multipotent neural progenitors (npBAF), and differentiated neurons (nBAF; Lessard *et al.* 2007; Ho *et al.* 2009; Lessard and Crabtree 2010). SWI/SNF subunits facilitate the reprogramming of differentiated cells into pluripotent stem cells (Singhal *et al.* 2010), underscoring the importance of SWI/SNF complexes in the regulation of cellular potential.

The *Caenorhabditis elegans* somatic gonadal precursors (SGPs) are multipotent progenitors that generate all 143 cells of the somatic gonad. The 2 SGPs, Z1 and Z4, are born from cell divisions that produce one SGP and one head mesodermal cell (hmc; Sulston *et al.* 1983). After their births, the SGPs migrate posteriorly and coalesce with the primordial germ cells to form the gonad primordium. Each SGP generates 1 of the 2 U-shaped arms of the adult gonad (Kimble and Hirsh 1979). The hmcs migrate anteriorly where one cell dies by programmed cell death and the other differentiates as the single hmc. We previously defined the transcriptomes of sorted SGPs and hmcs and found that they had numerous transcriptional differences: ∼3,000 genes had higher expression in SGP than hmc (SGP-biased), and a similar number had higher expression in hmc than SGP (hmc-biased; Mathies *et al.* 2019). Thus, sister cells that were produced by a single cell division have very different gene expression profiles consistent with their different cellular potentials (terminally differentiated vs multipotent).

Little is known about the regulation of the SGP/hmc fate decision. Mutations in 4 genes, the conserved mesoderm regulator *hnd-1/*dHand, and 3 genes encoding subunits of the PBAF chromatin remodeling complex play a role in regulating this cell fate decision (Large and Mathies 2014). Animals carrying mutations in any of the genes have 2 incompletely penetrant phenotypes: (1) SGPs can be absent from the gonad primordium resulting in adults with missing gonad arms and (2) SGPs can have gene expression patterns characteristic of both SGP and hmc. Both phenotypes can be explained by the partial transformation of SGPs into hmcs and suggest that these genes are important for distinguishing multipotent SGPs from their differentiated hmc sisters. The involvement of 3 PBAF genes, including genes encoding the signature subunit PBRM-1*/*Polybromo and the core ATPase SWSN-4, strongly suggests that *C. elegans* PBAF regulates cellular potential, as has been shown for mammalian BAF complexes.

Here, we used a combination of Cre/lox recombination and GFP nanobody-directed protein degradation to deplete *pbrm-1* mRNA and protein from mesodermal tissues, including SGPs. The mesodermal inactivation of *pbrm-1* resulted in a strong loss-of-function phenotype in the somatic gonad, without the high degree of lethality associated with null alleles of the gene. Using this conditional inactivation strategy, we identified 1,955 genes that were differentially expressed in the mesoderm between *pbrm-1(*−*)* and *pbrm-1(+)*. Genes implicated in muscle function were overrepresented among the differentially expressed genes (DEGs), suggesting a role for PBRM-1 in muscle cell differentiation. To find genes that may be important for the SGP/hmc fate decision, we utilized an existing gene expression dataset from sorted SGPs and hmcs (Mathies *et al.* 2019) to identify 178 candidate mediators of the *pbrm-1* effect on the SGP/hmc fate decision. We used a fluorescent reporter to validate one candidate gene, *hsp-12.3,* which had hmc-biased expression in wild-type animals and became derepressed in SGPs of *pbrm-1* mutants, indicating that we can identify *pbrm-1*–regulated genes in SGPs using this dataset.

## Materials and methods

### Strains

*C. elegans* strains were cultured as described previously (Brenner 1974; Wood 1988). All strains were grown at 20°C unless otherwise specified and were derived from the Bristol strain N2. Strains were obtained from the *Caenorhabditis* Genetics Center or were generated as described below. A complete list of strains is included in Supplemental material online (Supplementary File 1). The following strains were generated for this study:

RA650 *pbrm-1(rd29[pbrm-1::GFP::3xFlag])*

RA661 *pbrm-1(rd31[pbrm-1::GFP(flox)])*

RA663 *pbrm-1(rd31[pbrm-1::GFP(flox)]); rdIs67[hnd-1p::Cre]*

RA678 *pbrm-1(rd31[pbrm-1::GFP(flox)]); rdIs74[hnd-1p::GFP-nanobody::ZIF-1::Cre]*

RA685 *pbrm-1(rd31[pbrm-1::GFP(flox)]); rdIs79[hnd-1p::ZIF-1]*

### Generation of loxP-flanked *pbrm-1::GFP*

GFP coding sequences were inserted just before the *pbrm-1* stop codon using Clustered Regularly Interspaced Short Palindromic Repeats (CRISPR)/Cas9 genome editing. A repair plasmid was generated by cloning sequences flanking the intended insertion site (homology arms) into pDD282 (Addgene #66823) digested with AvrII and SpeI. The left homology arm was amplified by PCR using primers RA1386 and RA1387, and the right homology arm was synthesized as a gblock gene fragment (IDT, Skokie, IL, USA). The guide sequence was cloned into PU6::unc-119_sgRNA (Addgene #46169; Friedland *et al.* 2013) using the Q5 site directed mutagenesis kit (NEB, Ipswich, MA, USA) and primers RA1318 and RA1063. Insertions were created following a published protocol (Dickinson *et al.* 2015). Briefly, repair (10 ng/μl), P*eft-3::*Cas9 (50 ng/μl), and guide (50 ng/μl) plasmids were injected into N2 worms with fluorescent coinjection markers. Insertions were selected using a combination of hygromycin resistance and the *sqt-1(d)* roller phenotype; both markers are contained within the self-excising selection cassette of pDD282. The selection cassette was removed by heat shock to create RA650, which retains one loxP site in the final intron between GFP and 3xFlag (Fig. 1a). A second loxP site was inserted 721 bp upstream of the start of *pbrm-1b* using CRISPR/Cas9. The guide sequence was cloned into PU6::unc-119_sgRNA (Addgene #46169; Friedland *et al.* 2013) using primers RA1063 and RA1413. The repair template contained 36 nucleotide homology arms flanking the loxP sequence and was synthesized as an Ultramer DNA oligo (IDT). Candidate loxP insertions were identified by co-conversion using a *dpy-10* guide and repair oligo (Arribere *et al.* 2014). All components [pSS4 *dpy-10* guide and Cas9 expression (50 ng/μl), *pbrm-1* guide plasmid (50 ng/μl), loxP repair oligo (30 ng/μl), *dpy-10* repair oligo (30 ng/μl)] were injected into RA650. F1 roller worms were placed 3 to a plate and allowed to self-fertilize. Once the food was depleted, a portion of the population was washed off the plate and treated with proteinase K to produce a crude DNA prep. These DNA preps were screened using primers in *pbrm-1* and loxP. Individual animals from populations containing a PCR product of the correct size were singled and allowed to give rise to populations with homozygous insertions; the insertion was verified by sequencing; the resulting strain is RA661. Recombination between the loxP sites would be predicted to remove the last 6 exons of *pbrm-1*, which are shared by *pbrm-1a* and *pbrm-1b,* as well as all GFP-coding exons (Fig. 1a).

**Fig. 1.**
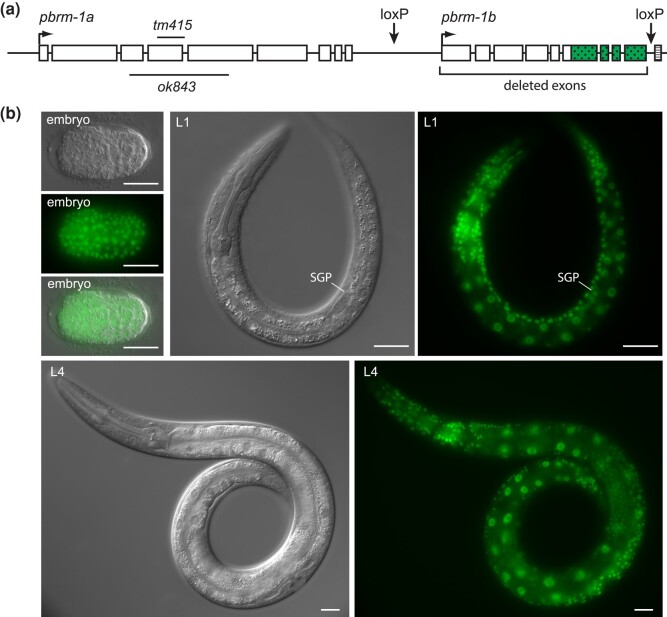
Generation of a GFP-tagged loxP-flanked *pbrm-1* allele. a) The engineered *pbrm-1* locus contains GFP-coding sequences (stippled) immediately downstream of the last *pbrm-1* coding exon, followed by a 3× FLAG tag (striped). One loxP site remains between GFP and 3× FLAG following removal of the self-excising cassette. An additional loxP site was inserted upstream of the start of *pbrm-1b.* Cre-mediated recombination removes the last 6 exons of *pbrm-1* and all GFP-encoding exons; the deleted locus is expected to produce a strong loss of function because it removes all common *pbrm-1* exons. b) PBRM-1::GFP is found in the nucleus of many and perhaps all cells across development, from embryogenesis through adulthood. Images shown are embryos, L1 larvae, and L4 larvae.

### *hnd-1* promoter-driven conditional inactivation

*hnd-1p::Cre* (pRA638)*, hnd-1p::GFP-nanobody::ZIF-1::NLS-Cre* (pRA640), and *hnd-1p::ZIF-1* (pRA642) expression constructs were created in pCFJ355 (Addgene #34870), a vector designed for Mos1-mediated single-copy transgene insertion on LGX (Frokjaer-Jensen *et al.* 2008, 2012). The *hnd-1p::Cre* plasmid was generated by digesting pSR47 (Addgene #69258; Ruijtenberg and van den Heuvel 2015) with PacI and XbaI. The *hnd-1* promoter was amplified by PCR from pJK850 (Mathies *et al.* 2003) using primers RA1396 and RA1397 and inserted in place of the *myo-3* promoter in pSR47. The *hnd-1p::ZIF-1::Cre* and *hnd-1p::GFP-nanobody::ZIF-1::Cre* repair plasmids were generated by digesting pRA638 with PacI and inserting sequences upstream of Cre. ZIF-1 and GFP-nanobody::ZIF-1 sequences were amplified from pOD2046 (Addgene #89367; Wang *et al.* 2017) using primers RA1506 and RA1507 (GFP-nanobody::ZIF-1) or RA1508 and RA1507 (ZIF-1). The operon linker in pOD2046 was retained to separate the GFP-nanobody::ZIF-1 (or ZIF-1) and Cre-coding sequences, creating bicistronic expression constructs. The products were cloned into pRA638 using the NEBuilder HiFi DNA Assembly Master Mix (NEB). All primers are listed in Supplemental material online (Supplementary File 1).

Single-copy insertions were generated using a published protocol (Frokjaer-Jensen *et al.* 2008). Each Cre driver plasmid was injected into *unc-119(ed9); ttTi14024* worms at 50 ng/μl with *eft-3p::transposase* (50 ng/μl) fluorescent coinjection markers [*myo-2p::mCherry* (2.5 ng/μl), *myo-3p::mCherry* (5 ng/μl), and *sur-5p::tdTomato* (5 ng/μl)] and a negative selection marker [*HS::peel-1* (10 ng/μl)]. Resulting non-Unc worms were placed 3 to a plate and allowed to develop at 25°C until the food was nearly depleted, at which time the worms were moved to 34°C for 2 h to eliminate array-bearing animals by *peel-1* negative selection. The plates were screened about 1 week later for non-Unc animals, which are candidate insertions. Individual animals were isolated, allowed to give rise to populations, and their progeny were screened for homozygous insertions. The resulting single-copy insertions are *rdIs67 (hnd-1p::Cre)*, *rdIs74 (hnd-1p::GFP-nanobody::ZIF-1::NLS-Cre),* and *rdIs79 (hnd-1p::ZIF-1)*. Each of these transgenes was crossed with RA661 to generate strains RA663 [*pbrm-1(rd31); rdIs67*], RA678 [*pbrm-1(rd31); rdIs74*], and RA685 [*pbrm-1(rd31); rdIs79*]. RA685 was used to control for the effect of the *hnd-1* promoter, *unc-119* rescue, and ZIF-1 protein on gene expression. This allelic combination is referred to as *pbrm-1(control)*.

### Phenotypic analysis

Six first-day adult worms were placed on a plate and allowed to lay eggs for ∼6 h. Embryos or L1 larvae that remained on the plate after 48 h were scored as embryonic or L1 lethal, respectively. The L4 staged worms that developed from the embryo collections were examined for gonadogenesis defects using a dissecting microscope. Phenotypes that were classified as gonadogenesis defective were as follows: missing anterior or posterior gonad arm, disorganized gonad with a central patch of gonadal tissue, and gonad absent. Three replicates were performed for each strain, and at least 50 worms were scored for each replicate. The percentage of defects across all 3 replicates is reported in Table 1.

**Table 1.** Phenotypic effects of *pbrm-1* Cre/lox deletion.

A. Viability	Lethality (%)		
Genotype	Embryonic	Larval	*n*
*pbrm-1::GFP(flox)*	2.6	0	425
*pbrm-1::GFP(flox); hnd-1p::Cre*	2.0	0	200
*pbrm-1::GFP(flox); hnd-1p::GFPnb-ZIF-1::Cre^a^*	4.7	0	301
*pbrm-1(rd34)*	4.4	67.7	455

B. Gonadogenesis	Gonad morphology (%)			
Genotype	One arm	Abnormal	Absent	*n*
*pbrm-1::GFP(flox)*	0.2	0	0	414
*pbrm-1::GFP(flox); hnd-1p::Cre*	3.1	0	0	196
*pbrm-1::GFP(flox); hnd-1p::GFPnb-ZIF-1::Cre^a^*	12.5	0.3	0.3	287
*pbrm-1(rd34)*	20.5	4.7	3.1	127

^*a*^Also called *pbrm-1(TS-KO)*.

### RNA sample collection

Five biological replicates were performed on different days, and *pbrm-1(control)* and *pbrm-1(TS-KO)* animals were reared and collected in parallel. Populations were grown to adulthood, harvested, and treated with hypochlorite to obtain embryos. Embryos were hatched overnight in a sterile M9 medium on a rotating platform to obtain a synchronous population of early L1 larvae. Worms were washed from the plate, purified by sucrose floatation, rinsed once with M9 medium, and stored in Trizol (Ambion, Carlsbad, CA, USA) at −80°C until RNA preparation.

### RNA sequencing and analysis

RNA was isolated using the miRNeasy kit with DNase I digestion performed on the column (Qiagen, Venlo, Netherlands). All samples had RIN numbers of 9.9 or 10 when analyzed using the TapeStation System (Agilent Technologies, Santa Clara, CA, USA). RNA was polyA selected, and indexed sequencing libraries were prepared and sequenced by GeneWiz (South Plainfield, NJ, USA). The libraries were sequenced as 150-base, paired-end reads, to an average read depth of 40 million reads per sample using the Illumina HiSeq platform (Illumina, San Diego, CA, USA). The raw RNA-sequencing data were examined using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sequencing reads were trimmed to remove adapter sequences and low-quality bases. Trimmed reads were mapped to the *C. elegans* genome (Ensembl genome assembly release WBcel325) using the STAR aligner version 2.5.2b (Dobin *et al.* 2013). Unique gene hit counts were calculated using feature Counts from the Subread package v.1.5.2 (Liao *et al.* 2013, 2014). Only unique reads that fell within exons were counted. Transcripts per million (TPM) values were calculated for each gene. Differential expression was determined using DESeq2 (Love *et al.* 2014). To visualize the variance among replicates and samples, principal component analysis was performed on iDEP (Ge *et al.* 2018) using regularized log-transformed data. Volcano plots were generated using R version 4.3.0. Venn diagrams were generated using BioVenn (Hulsen *et al.* 2008).

### Bioinformatics

The overrepresentation of gene ontology (GO) terms for the DEGs was determined using the statistical overrepresentation test in PANTHER (Thomas *et al.* 2003; Mi *et al.* 2013, 2017). Gene lists were compared with all genes with TPM >0 in all 5 replicates of at least one sample type using the GO Biological Process dataset and Fisher's exact test with false discovery rate (FDR) correction. The DEGs were compared with previously published gene expression datasets from sorted SGPs and hmcs (Mathies *et al.* 2019) and sorted embryonic muscle cells (Fox *et al.* 2007). Gene names were converted to WBGeneIDs using the Gene Name Sanitizer tool on WormBase, and lists were compared using the VLOOKUP function in Excel (Microsoft, Redman, WA, USA). The following subsets of *pbrm-1* DEGs were identified: (1) SGP expressed genes (FPKM ≥ 1), (2) total muscle expressed genes, (3) muscle enriched genes, (4) SGP-biased genes that had increased expression in *pbrm-1(TS-KO)* (adjusted *P* ≤ 0.05), and (5) hmc-biased genes with reduced expression in *pbrm-1(TS-KO*) (adjusted *P* ≤ 0.05; Supplementary File 2).

### Locomotion assays

Ten first-day adult worms were placed in copper rings that had been melted into the surface of agar plates. The rings served as corrals to allow for the testing of 4 strains in parallel on one plate. Worms were acclimated to the lack of food for 30 min, after which they were moved to test plates. Worm locomotion was recorded for 2 min starting at the 10-min time point. The speed of each worm was calculated using Image Pro Plus software (Media Cybernetics, Inc., Rockville, MD, USA), and an average speed for each group of worms (*n* = 1) was calculated. Six trials were performed for each genotype; all genotypes were tested simultaneously on the same plates. Two-tailed paired Student's *t*-tests were used for statistical comparisons of the basal speeds.

### Reporter validation

Six genes were selected from among the SGP-expressed *pbrm-1(TS-KO)* DEGs for reporter validation; 3 had higher expression in SGP vs hmc (SGP-biased) and 3 had higher expression in hmc vs SGP (hmc-biased) in a dataset generated from wild-type SGPs and hmcs (Mathies *et al.* 2019). Genes were prioritized based on highest fold change and lowest adjusted *P*-values, and reporters were made using PCR fusion (Hobert 2002). The pPD95.75 plasmid was modified to use the *tbb-2* 3′ UTR because it promotes high levels of expression (Dour and Nonet 2021) and lacks the background expression reported for the *unc-54* 3′ UTR (Silva-Garcia *et al.* 2019)*. tbb-2* sequence was amplified using primers RA1792 and RA1793 and cloned into pPD95.75 (Addgene plasmid #1494) digested with EcoRI and SpeI using the NEBuilder HiFi DNA Assembly Master Mix (NEB). The resulting plasmid was used as the template for the amplification of GFP and 3′ UTR sequences using primers RA1791 and RA1799. Nested forward primers (F1 and F2) and a reverse fusion primer (R) were designed for each gene. Promoter sequences were amplified from genomic DNA using the F1 and R primers and contained up to 5 kb or all sequence to the next upstream gene. The promoter and GFP 3′ UTR PCRs were combined, and a fusion product was amplified using F2 and *tbb-2* 3′ UTR primers. The PCR product was injected into N2 worms at 10–20 ng/μl with 50 ng/μl pRF4 and 50 ng/μl DNA ladder (NEB). The pRF4 plasmid produces a dominant roller phenotype; it was used as a coinjection marker (Mello *et al.* 1991). At least 2 transmitting lines were isolated for each construct. The line with the highest transmission frequency was crossed into *pbrm-1(ok843)* mutants using *oxTi718* (*eft-3p::tdTomato::H2B*) as a balancer; *oxTi718* is at 2.07 and *pbrm-1* is at 2.10 on LGI. Homozygous *pbrm-1* mutants were identified by the absence tdTomato expression, and their progenies were examined for reporter expression.

Twenty first-day adults were placed on a plate and allowed to lay eggs for 2 h. The resulting L1 larvae were examined ∼16 h later, using fluorescence and differential interference contrast (DIC) microscopy. Only L1 larvae containing 4 cells in the gonad primordium were scored because most *pbrm-1* mutants do not develop beyond this stage. GFP fluorescence in SGPs was noted, and 3 levels of expression were recorded—dim, distinct, or bright. At least 30 L1 staged worms were observed. Each SGP was assigned a ranked numerical score for the level of expression (0 = none, 1 = “dim,” 2 = “distinct,” and 3 = “bright”). Statistical comparisons were made using unpaired Student's *t*-tests in Prism version 9.5.1 (GraphPad). Reporters were visualized using a Zeiss Axioskop II microscope. All fluorescent images intended for comparison were taken with the same exposure and had identical image adjustments.

## Results

### Conditional inactivation of *pbrm-1* in mesodermal tissues

Strong loss-of-function alleles of *pbrm-1* result in a high degree of embryonic or L1 larval lethality in the progeny of homozygous animals (Large and Mathies 2014). The few escaping animals have incompletely penetrant gonadogenesis defects, indicating that there is a role for *pbrm-1* in the somatic gonad. To facilitate the analysis of this gonadogenesis function, we generated a strain that combines Cre/lox recombination with GFP nanobody-directed protein degradation to eliminate functional PBRM-1 from SGPs, while preserving it in most of the animal. First, we created a *pbrm-1* translational GFP fusion using an established CRISPR/Cas9 genome editing protocol (Dickinson *et al.* 2015). We inserted GFP following the last *pbrm-1* exon to create a C-terminal PBRM-1::GFP fusion protein. Following removal of the selection cassette, this allele retains one loxP site downstream of the GFP coding exons. We inserted a second loxP site upstream of the 10th *pbrm-1* exon, before the start of *pbrm-1b* transcription, creating the loxP-flanked allele (Fig. 1a). This reporter, hereafter called *pbrm-1::GFP(flox),* expresses GFP in most or all cells of the animal, across all life stages (Fig. 1b). The GFP insertion in *pbrm-1* has minimal effects on viability and somatic gonad development (Table 1). When recombined by Cre recombinase, the resulting deletion allele is predicted to lack the last 6 exons of *pbrm-1*, which are shared by *pbrm-1a* and *pbrm-1b,* as well as the GFP-coding sequences; it should cause a loss of function of both *pbrm-1a* and *pbrm-1b*.

To conditionally inactivate *pbrm-1* in the SGP lineage, we used the *hnd-1* promoter to drive a nuclearly localized Cre recombinase. *hnd-1* is expressed in embryonic mesodermal tissues derived from the MS, C, and D lineages, including the grandparents of SGPs and hmcs (Mathies *et al.* 2003). We generated single-copy insertions of *hnd-1p::Cre* using Mos1-mediated single-copy insertion (MosSCI; Frokjaer-Jensen *et al.* 2008). We found that this driver resulted in Cre-mediated recombination in mesodermal cells, including body wall muscles, the M mesoblast, and SGPs, as assessed using a reporter that switches from *mCherry* to GFP expression upon Cre recombination (Ruijtenberg and van den Heuvel 2015; Fig. 2a–c). We crossed the Cre driver with *pbrm*-1*::GFP(flox)* to induce the excision of the *pbrm-1* exons and examined L1 SGPs for the expression of PBRM-1::GFP. The *hnd-1p* Cre driver substantially reduced the level of PBRM-1::GFP protein in SGPs, but it did not totally eliminate the protein (Fig. 2d and e). The residual GFP fluorescence suggested that PBRM-1 protein was produced from mRNA generated before the excision event and that perdured in SGPs. In order to remove the remaining protein, we employed a GFP nanobody fused to ZIF-1, which targets PBRM-1::GFP for ubiquitin-mediated degradation by the proteosome (DeRenzo *et al.* 2003; Wang *et al.* 2017). We created a bicistronic construct that expresses GFP-nanobody::ZIF-1 and Cre (Fig. 2f). The combination of Cre recombination and ZIF-1–mediated protein degradation eliminated all visible GFP fluorescence from L1 SGPs (Fig. 2f). To control for the effect of ZIF-1 and other genetic elements in the Cre drivers, we generated a construct expressing only ZIF-1 and confirmed that this driver did not affect PBRM-1::GFP protein levels (Fig. 2g).

**Fig. 2.**
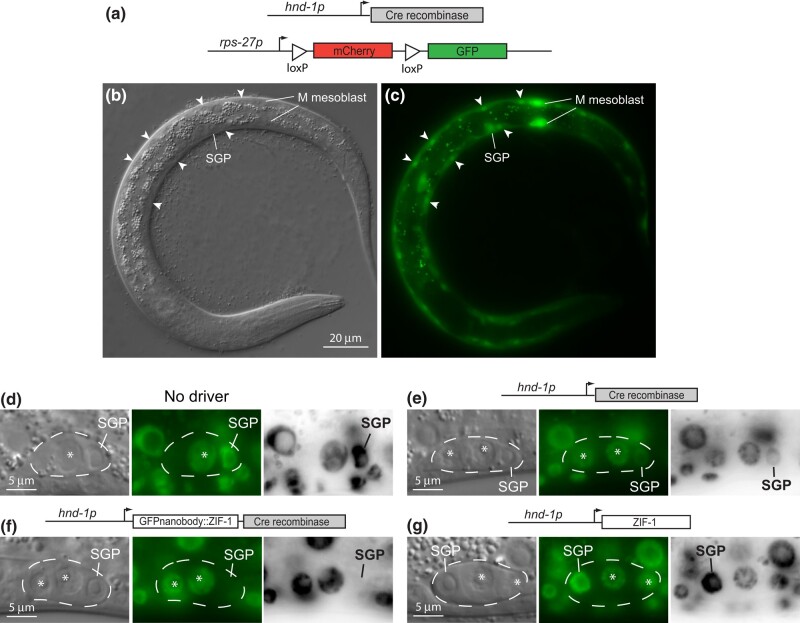
*pbrm-1* conditional knockout in SGPs. a–c) A Cre readout reporter shows where *hnd-1* promoter driven Cre recombinase is active. The readout reporter is driven by a ubiquitous promoter and switches from mCherry to GFP expression upon recombination between loxP sites. b and c) *hnd-1p::Cre* promotes recombination in SGPs, body wall muscles (arrow heads), and M mesoblast daughters; DIC image b) and GFP fluorescence c). d–g) A combination of Cre/lox recombination and GFP nanobody-directed protein degradation was used to eliminate PBRM-1::GFP from SGPs. Driver constructs are indicated above images: no driver d) *hnd-1p::Cre* e), *hnd-1p::*GFP-nanobody::ZIF-1::Cre f), *hnd-1p::*ZIF-1 alone g). DIC image (left), GFP fluorescence (middle), and inverted monochrome fluorescent image (right). The gonad primordium (dashed line) and SGPs are indicated; the asterisks mark germ cells. All fluorescent images are 1 s exposures with identical adjustments. PBRM-1::GFP fluorescence in SGPs is reduced by *hnd-1p::Cre* recombination e) and made invisible by the addition of ZIF-1–mediated degradation f); *hnd-1p::*ZIF-1 does not affect PBRM-1::GFP.

To determine how the different tissue-specific inactivation strategies affect *pbrm-1* function, we examined the phenotype of each of the strains (Table 1). *pbrm-1* null or strong loss-of-function alleles result in highly penetrant embryonic or early larval lethality (Large and Mathies 2014). In contrast, all the conditional inactivation strains had minimal lethality (Table 1). Animals lacking *pbrm-1* function maternally and zygotically, and that escape lethality, have incompletely penetrant gonadogenesis defects; typically, they are missing 1 of the 2 gonad arms (Large and Mathies 2014). We found that *pbrm-1::GFP(flox)* had a low penetrance gonodogenesis defect on its own, *hnd-1p::*Cre–mediated recombination increased this penetrance to 3.1%, and the further addition of GFP nanobody-mediated protein degradation substantially increased the penetrance of the defect to 13.1% (Table 1). Therefore, by employing a combination of Cre/lox recombination and ZIF-1–mediated protein degradation, we have generated a tissue-specific (TS) *pbrm-1* knockout (KO), *pbrm-1(TS-KO),* that produces a strong loss-of-function phenotype in the somatic gonad with minimal lethality and will allow us to perform gene expression studies.

### *pbrm-1–*regulated genes

We used *pbrm-1(TS-KO)* to identify genes that are regulated by *pbrm-1* in mesodermal tissues. The strain containing the ZIF-1 driver (Fig. 2f) served as a control; these worms are *pbrm-1(+)* in all tissues, and they contain the same selectable markers as *pbrm-1(TS-KO);* we refer to this strain as *pbrm-1(control).* We previously sorted SGPs for gene expression analysis (Mathies *et al.* 2019). For this study, we chose to isolate mRNA from whole animals because *pbrm-1* loss-of-function results in SGPs that sometimes fail to express appropriate markers of their fate (Large and Mathies 2014); these SGPs might not be included in the analysis if we sorted based on expression of an SGP marker. We obtained synchronous populations of early L1 stage worms by bleaching gravid adults and allowing the embryos to hatch in the absence of food. 

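RNA from whole early L1 larvae was sequenced as 10 polyA-selected libraries, 5 from pbrm-1(TS-KO) and 5 from pbrm-1(control), with replicate numbers 1, 4, 5, 6 and 7 in both strains. Both strains carry the same GFP-tagged, loxP-flanked pbrm-1 allele. pbrm-1(TS-KO) also expresses Cre and a GFP nanobody fused to ZIF-1 from the hnd-1 promoter, and pbrm-1(control) expresses ZIF-1 alone from that promoter. The authors trimmed the reads, mapped them with STAR, counted uniquely mapped reads within exons with featureCounts and deposited the counts per gene without normalization. Between 35922561 and 46553938 reads per pbrm-1(TS-KO) library were counted on genes, with a median of 39907214. The pbrm-1(control) libraries held between 36354418 and 45126931 counts, with a median of 42973654. The mean over the 10 libraries was 41359956 counts. The values given here use the counts. The table lists 46756 genes, of which 16817 passed edgeR's filterByExpr filter and were tested. Counts were normalized with edgeR's TMM method, and the strains were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a threshold of 0.05 on the adjusted p and no fold-change cutoff. Expression levels are counts scaled to library size (CPM) after TMM normalization, given as mean ± SD over 5 libraries. The choice of test, the filter on low counts and the pairing of libraries by day could each change the number of genes past the threshold. Reads from every cell of the larva entered each count, so a change in a few cells is diluted by the expression of the same gene elsewhere.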

We performed 5 replicates on different days, and we grew, collected, and processed *pbrm-1(TS-KO)* and *pbrm-1(control)* worms in parallel. RNA-sequencing libraries were prepared, sequenced, and mapped to the genome by GeneWiz (Azenta Life Sciences, Plainfield, NJ, USA).

During these experiments, we noticed that some L1 larvae from *pbrm-1(TS-KO)* lacked GFP expression entirely. Because *hnd-1* has a maternal effect (Mathies *et al.* 2003), we thought it was likely that these larvae resulted from the maternal recombination of the *pbrm-1* locus. This maternal recombination provided an opportunity to assess the effect of Cre-/lox-mediated deletion on the *pbrm-1* locus. We isolated animals lacking GFP in all tissues, which are homozygous for the *pbrm-1* deletion in the germline, and we examined their progeny for lethality and somatic gonad defects. We found that this new deletion, *pbrm-1(rd34),* had phenotypes that were seen in other strong loss-of-function *pbrm-1* alleles (Table 1). When compared with *pbrm-1(ok843)* (Large and Mathies 2014), the *rd34* allele had less lethality and a higher penetrance gonadogenesis defect. Therefore, the deletion of the C-terminal *pbrm-1* exons creates a strong loss-of-function allele that is at least as strong as the strongest reported *pbrm-1* allele in the somatic gonad. To determine the prevalence of the maternal *pbrm-1(−)* animals, we examined 3 different samples and found that 3.1% ± 1.1% of the L1 larvae had no GFP fluorescence. Since these L1 larvae are *pbrm-1* mutant in all cells, including SGPs, we reasoned that they should not significantly impact our ability to identify *pbrm-1*–regulated genes in SGPs.

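Principal component analysis was performed on regularized log values (DESeq2's rlog, without regard to strain) of the 16391 genes with at least 0.5 CPM in at least 1 library. On principal component 1 the 5 pbrm-1(TS-KO) libraries had scores of 7.77 ± 0.738 (SD, n = 5) and the pbrm-1(control) libraries -7.77 ± 9.54 (SD, n = 5), without overlap (two-sided exact permutation test, p = 0.00794, the smallest p that 5 libraries against 5 allow). Control replicate 5 lay at -24.1 on this component, and the other 4 control libraries lay between -6.23 and 1.05. On principal component 2 the strains were not separated (two-sided exact permutation test, p = 0.817). On principal component 3 the mean scores were 3.24 ± 1.4 (SD, n = 5) in pbrm-1(TS-KO) and -3.24 ± 6.72 (SD, n = 5) in pbrm-1(control), a difference within the spread between libraries (two-sided exact permutation test, p = 0.0794). Control replicate 5 had the highest score of the 10 libraries there, 8.20, and the other control libraries all lay below the pbrm-1(TS-KO) libraries. Adjusted by Benjamini-Hochberg over all components, the p was 0.0714 for component 1 and 0.357 for component 3. With 5 libraries against 5, a single separated component cannot have a smaller adjusted p than 0.0714, so this value does not bear on the strength of the separation.

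**Figure D1:**
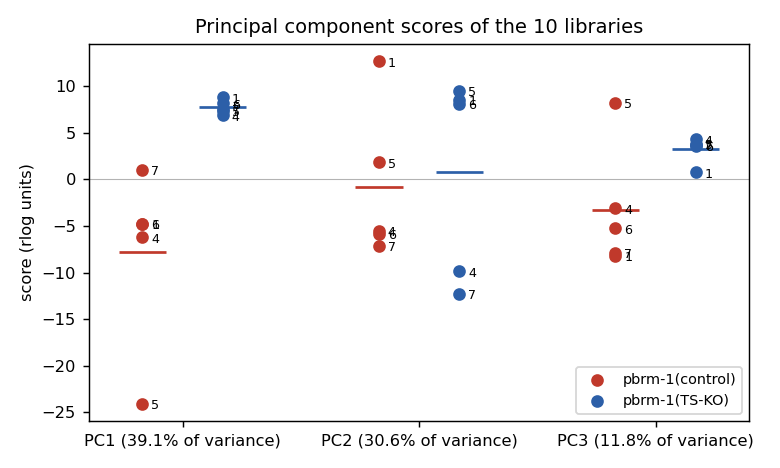
Scores of the 10 libraries on principal components 1, 2 and 3 (vertical axis, in rlog units), with the replicate number beside each point and a line at the mean of each strain. The pbrm-1(TS-KO) libraries lie within a narrow range on component 1, and control replicate 5 lies at -24.1.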

We assessed the correlation between biological replicates and found that the sample types were separated by a combination of principal components 1 and 3 (Supplementary Fig. 1). Together, these principal components account for 51% of the variance in the dataset. 

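From the deposited counts, principal component 1 held 39.1% of the variance, component 2 held 30.6% and component 3 held 11.85%. Components 1 and 3 together held 51.0%. With log2 CPM in place of regularized log values the sum was 46.1%, and over the 500 most variable genes it was 62.9%. Over those 500 genes the unadjusted p between the strains was 0.0159 on component 1 and 0.0476 on component 3 (two-sided exact permutation tests). These were not adjusted over the components, so they do not establish a difference on component 3.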

We examined differential gene expression using DESeq2 (Love *et al.* 2014) and found that 1,955 genes were differentially expressed between *pbrm-1(TS-KO)* and *pbrm-1(control)* (FDR ≤ 0.05; Supplementary File 2). 

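Of the 16817 genes tested, 1299 had an adjusted p at or under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 4050 had an unadjusted p under 0.05. Among them, 1278 changed in the same direction in all 5 same-numbered pairs of libraries, which follows in part from their selection on these libraries. The alternative that moved the count most upward was limma-voom with sample quality weights, which called 2899 genes. DESeq2, the tool the paper names, called 1923 genes from the same counts, and 1896 of these are among the paper's 1955. The fit with replicate number as a block called 1826. Without replicate 6 of both strains, 408 genes were called, the fewest of the fits that left out libraries. All 1274 genes called by edgeR that are on the paper's list changed in the paper's direction.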

We did not apply a fold-change cutoff to this analysis because we are interested in identifying gene expression changes that occur in 2 of the 558 cells of the newly hatched L1 larva, and we expect that some of the important changes in SGP expression may not be of large magnitude. 

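Of the 1299 genes called, 579 were higher and 720 were lower in pbrm-1(TS-KO). Most changes were small. The median size of change among the called genes was 0.45 on the log2 scale, and 62.3% of them changed by less than 1.5-fold. At least a 2-fold change was seen for 78 genes that were higher and 148 that were lower. With DESeq2, 812 genes were higher and 1111 lower. Among genes called with a mean of at least 1 CPM and the same direction in all 5 pairs, the largest rise was that of acdh-1 (WBGene00016943). It was followed by C26C6.8, with a log2 fold change of 2.03, and by K09E4.1, T06C12.14 and C08E8.3, whose log2 fold changes were 1.88, 1.80 and 1.79. C26C6.8 overlaps the 3' end of pbrm-1 on the opposite strand, so its counts are uncertain unless the counting used strand. The largest falls were those of glf-1 and R09E10.5, with log2 fold changes of -3.31 and -2.86. Their adjusted p in edgeR's test were 0.0372 and 0.0353, and both were highest by far in control replicate 5, at 38.4 CPM for glf-1 and 74.2 CPM for R09E10.5, against at most 10.9 CPM of glf-1 and 12 CPM of R09E10.5 in the other control libraries. Without control replicate 5 the log2 fold change of glf-1 was -2.03, with an adjusted p of 0.0602. That of R09E10.5 was -1.63, with an adjusted p of 0.0336. Of the 15 fits that left out libraries, the call was lost in 11 for glf-1 and 9 for R09E10.5. Limma-voom with sample quality weights called neither gene (adjusted p = 0.166 for glf-1 and 0.0791 for R09E10.5). The falls of warf-1, F55G11.4 and Y41C4A.32 were carried by all 5 pairs. warf-1 (WBGene00000190; chromosome IV, 7634786 to 7635712 of WBcel235) had 5.75 ± 1.36 CPM (SD, n = 5) in pbrm-1(TS-KO) and 38.6 ± 6.43 CPM (SD, n = 5) in pbrm-1(control), a log2 fold change of -2.75 (standard error 0.180). F55G11.4 and Y41C4A.32 had log2 fold changes of -2.74 and -2.62.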

Among the DEGs, there were similar numbers of upregulated and downregulated genes (Fig. 3a).

**Fig. 3.**
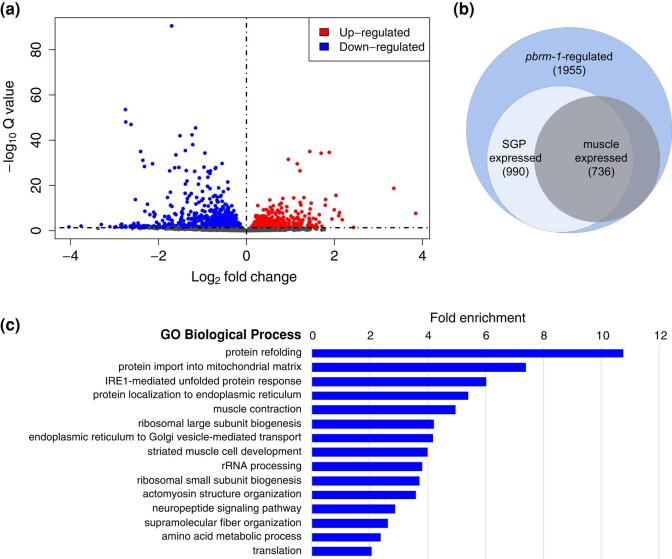
Genes regulated by *pbrm-1* in mesodermal tissues. a) Volcano plot showing the distribution of DEGs between *pbrm-1(TS-KO)* and *pbrm-1(control)*. b) Venn diagram indicating the proportion of *pbrm-1-*regulated genes that are also expressed in SGPs or embryonic muscles. The number of genes in each circle is indicated; 558 genes are expressed in both SGPs and muscles. c) GO biological process categories are statistically overrepresented among the SGP-expressed *pbrm-1-*regulated genes. Fold enrichment is plotted.

The *pbrm-1(TS-KO)* allele removes PBRM-1 from SGPs and other mesodermal cells, primarily body wall muscle (Mathies *et al.* 2003). Therefore, to enrich for genes that function in SGPs, we first filtered the DEGs against all genes that were expressed in sorted SGPs (Mathies *et al.* 2019). This resulted in 990 candidate *pbrm-1*–regulated genes in SGPs (Fig. 3b; Supplementary File 2). 

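All 990 genes of this list were tested, and every one had the direction of change that the paper's supplementary list gives, 523 lower and 467 higher in pbrm-1(TS-KO). In edgeR's quasi-likelihood test 656 of them had an adjusted p at or under 0.05, of which 357 were lower and 299 higher. With DESeq2 957 were called. Adjusted over the list alone, all 990 passed, which is not independent evidence, since the study chose the list on these libraries. Their median log2 fold change was -0.16, and the values ran from -2.98 to 3.84. Without control replicate 5, 413 were called, and without replicate 6 of both strains 185.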

We examined the genes for GO biological process terms and found 2 overrepresented categories related to muscle function, “muscle contraction” and “striated muscle cell development” (Fig. 3c; Supplementary File 3). 

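For comparison with these categories, a list of body wall muscle genes was named from general knowledge before the counts were seen. Of its 52 tested genes for the sarcomere and its attachments, 43 were lower and 9 higher in pbrm-1(TS-KO), with a median log2 fold change of -0.15. In edgeR's quasi-likelihood test 14 were called lower and none higher, and adjusted over the list alone 22 passed. The list as a set was lower by limma's camera test with the inter-gene correlation preset at 0.01 (two-sided, Benjamini-Hochberg adjusted p = 1.93e-08 over 10 lists). The set's fall also passed with fry (adjusted p = 0.00546) and did not pass with an estimated correlation (adjusted p = 0.230). The median of the list was lower in 5 of 5 pairs of libraries, by between -0.05 and -0.29 on the log2 scale. The 7 pharyngeal muscle genes tested were all lower, with a median log2 fold change of -0.10. Their adjusted p was 0.0258 in camera, 0.0336 in fry and 0.492 with an estimated correlation.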

The identification of muscle GO terms suggested that the filter for SGP-expressed genes did not eliminate those that also function in muscles. 

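Of the 736 genes on the paper's list of pbrm-1-regulated genes expressed in embryonic muscle cells, 735 were tested and 491 were called by edgeR's quasi-likelihood test, 254 lower and 237 higher in pbrm-1(TS-KO). For the genes that the paper lists as expressed both in SGPs and in embryonic muscle cells, 386 were called, 188 lower and 198 higher. Without control replicate 5, 323 of the genes expressed in muscle and 239 of those expressed in both were called. DESeq2 called 716 of the genes expressed in muscle and 540 of those expressed in both.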

Consistent with this observation, we found that 558 of the 990 *pbrm-1*–regulated genes expressed in SGPs were also expressed in embryonic muscle cells (Fig. 3b; Supplementary File 2; Fox *et al.* 2007). 

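The 12 genes of the muscle categories were read from the deposited counts. The troponin T gene mup-2 (WBGene00003495; chromosome X, 6408471 to 6410227 of WBcel235) had 600 ± 10.2 CPM (SD, n = 5) in pbrm-1(TS-KO) and 806 ± 33.2 CPM (SD, n = 5) in pbrm-1(control), a log2 fold change of -0.43 (standard error 0.0389, adjusted p = 9.71e-05 in edgeR's quasi-likelihood test). The tropomyosin gene lev-11 had 2066 ± 60.9 CPM and 2429 ± 64.0 CPM (SD, n = 5 each), a log2 fold change of -0.23 (adjusted p = 0.00403). The troponin I gene tni-3 had a log2 fold change of -0.43 (adjusted p = 0.000743) and unc-27 one of -0.32 (adjusted p = 0.00664). These differences were larger than the spread between libraries, and mup-2, lev-11 and tni-3 kept an adjusted p under the threshold in all 15 fits that left out libraries. The perlecan gene unc-52 had a log2 fold change of -0.49 (standard error 0.107, adjusted p = 0.0188), with pair values from -0.22 to -0.82. tnt-2, myo-6 and tnt-4 were also called lower. Of the 15 fits that left out libraries, the call was lost in 14 for tnt-4, 7 for tnt-2, 4 for myo-6, 3 for unc-52 and 1 for unc-27. pat-10, dyb-1 and pat-3 were lower with adjusted p of 0.0778, 0.0873 and 0.0561, and mel-26 was the only gene that was higher (log2 fold change 0.15, adjusted p = 0.0563). With replicate number as a block, the adjusted p of pat-3 was 0.0377 and that of mel-26 was 0.0414. All 12 passed when adjusted over the list alone, which is not independent evidence, since the genes were drawn from the paper's calls on these libraries. pat-3 had 187 CPM in control replicate 5 and at most 156 CPM in the other control libraries.

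**Figure D2:**
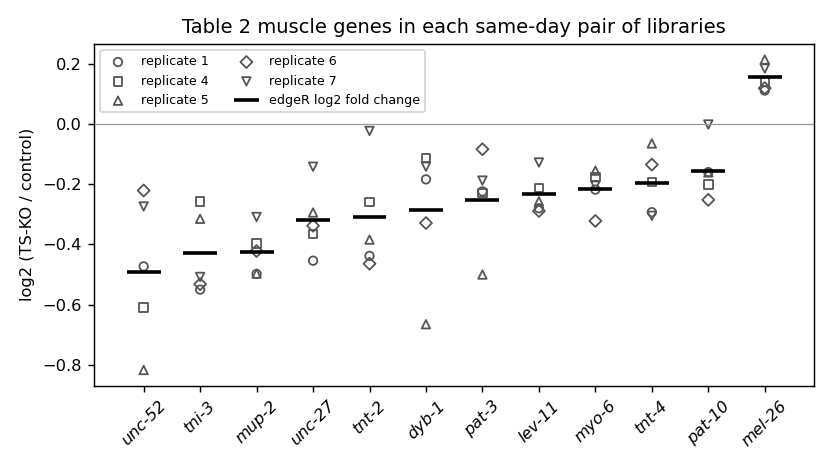
Log2 ratio of pbrm-1(TS-KO) to pbrm-1(control) in each same-numbered pair of libraries (open symbols) for the 12 genes of Table 2, with edgeR's log2 fold change as a line. The values of 11 genes lie below 0 and those of mel-26 above it.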

Most of the genes in the muscle GO categories were enriched in embryonic muscle cells (Table 2), and nearly all were downregulated in *pbrm-1(TS-KO),* suggesting that *pbrm-1* promotes muscle differentiation by regulating genes that are essential for muscle function.

**Table 2.** Muscle function genes overrepresented among *pbrm-1–*regulated genes.

Gene	Description	Muscle enriched	*pbrm-1* expression
*dyb-1*	Alpha-dystrobrevin	No	Down
*lev-11*	Tropomyosin	Yes	Down
*mel-26*	BTB protein	No	Up
*mup-2*	Troponin T	Yes	Down
*myo-6*	Myosin heavy chain	Yes	Down
*pat-10*	Troponin C	Yes	Down
*pat-3*	Beta-integrin	Yes	Down
*tni-3*	Troponin I	Yes	Down
*tnt-2*	Troponin T	Yes	Down
*tnt-4*	Troponin T	No	Down
*unc-27*	Troponin I	Yes	Down
*unc-52*	Perlecan	Yes	Down

Since *pbrm-1* regulates the expression of genes required for muscle contraction, we reasoned that we might see defects in locomotion in *pbrm-1(TS-KO)* worms. Locomotion is a neuromuscular process, and mutations affecting muscle function result in uncoordinated movement and reduced locomotion speed (Gieseler *et al.* 2017). Wild-type worms travel at ∼200 μm/s in the absence of food in these assays (Table 3). The *pbrm-1* translational GFP insertion did not significantly alter locomotion speed, while both *pbrm-1(TS-KO)* and *pbrm-1(control)* exhibited slower locomotion speeds. Importantly, there was no significant difference in speed between *pbrm-1(TS-KO)* and *pbrm-1(control)*, suggesting that *pbrm-1* is not required for normal locomotion. One caveat to the interpretation of these results is that both strains are homozygous for a loss-of-function *unc-119* allele and carry 2 wild-type copies of the *C. briggsae unc-119* gene (Frokjaer-Jensen *et al.* 2008). Since *unc-119* mutants have severely reduced locomotion speed (Maduro and Pilgrim 1995), we hypothesize that incomplete rescue of the *unc-119* mutation causes the reduced locomotion speed seen in *pbrm-1(TS-KO)* and *pbrm-1(control)*. If this is the case, it might also mask any subtle effect of *pbrm-1* on locomotion.

**Table 3.** Locomotion speed of pbrm-1 strains.

Genotype	Speed (µm/s)*^a^*	*P*-value
Wild type	205.9 ± 3.3	
*pbrm-1::GFP(flox)*	199.5 ± 5.6	0.30*^b^*
*pbrm-1(TS-KO)*	137.8 ± 9.5	0.0023*^c^*, 0.15*^d^*
*pbrm-1(control)*	111.8 ± 7.1	0.0004*^c^*

^*a*^Average speed ± SEM.

^*b*^Compared with wild type.

^*c*^Compared with *pbrm-1::GFP(flox)*.

^*d*^Compared with *pbrm-1(control)*.

One other intriguing overrepresented GO category is “neuropeptide signaling pathway.” Almost all the *pbrm-1*–regulated genes in this category encode neuropeptide-like proteins or FMRF-like peptides. 

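Lists of all FMRF-like peptide (flp) and neuropeptide-like protein (nlp) genes were taken by gene name before the counts were seen. Of 30 flp genes tested, 23 were higher and 7 lower in pbrm-1(TS-KO), with a median log2 fold change of 0.12. In edgeR's quasi-likelihood test 4 were called higher and none lower, and adjusted over the list alone 5 passed. Without control replicate 5, 2 flp genes were called. The flp list passed limma's camera test (adjusted p = 0.000725) and did not pass with fry (adjusted p = 0.101) or an estimated correlation (adjusted p = 0.531). Of 67 nlp genes tested, 40 were higher and 27 lower, with 8 called higher and 4 called lower, and 23 passing adjusted over the list alone. Without control replicate 5, 5 nlp genes were called, and their median log2 fold change was 0.0124 in place of 0.0447. The nlp list did not pass in camera (adjusted p = 0.131).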

We previously showed that the sister of the SGPs, the hmc, expresses many secretory proteins, including over 30 FMRF-like peptides (Mathies *et al.* 2019). Because *pbrm-1* is important for the cell fate decision that distinguishes SGPs from their hmc sisters (Large and Mathies 2014), one simple model is that neuropeptide signaling genes are upregulated in *pbrm-1* mutant SGPs because they are transformed toward the hmc fate. We examined the *pbrm-1*–regulated neuropeptide signaling genes in the SGP/hmc expression dataset and found that 6 of 22 were normally expressed at higher levels in hmc than in SGPs (hmc-biased), and all of these hmc-biased genes had increased expression in *pbrm-1* mutants (Supplementary File 3). These genes are excellent candidates for hmc differentiation genes that are upregulated in SGPs because of the transformation of SGPs to hmcs in *pbrm-1* mutants.

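All 22 neuropeptide signaling genes of the paper's supplementary list had the paper's direction, 15 higher and 7 lower in pbrm-1(TS-KO). In edgeR's quasi-likelihood test 13 were called, 10 higher and 3 lower, against 21 with DESeq2 and 8 without control replicate 5. The 6 hmc-biased genes were nlp-58, gnrr-2, nlp-11, nlp-59, nlp-49 and nlp-8, and each was higher in 5 of 5 pairs of libraries. The log2 fold change of gnrr-2 was 0.23 (standard error 0.0489, adjusted p = 0.0173). nlp-58 was also called, and its values are given with the reporter genes. The others had log2 fold changes between 0.16 and 0.29, and their adjusted p lay above the threshold, at 0.0644 for nlp-11, 0.0591 for nlp-59, 0.0794 for nlp-49 and 0.0570 for nlp-8. With replicate number as a block 5 of the 6 were called, the adjusted p being 0.0384 for nlp-11, 0.0138 for nlp-59, 0.0540 for nlp-49 and 0.0402 for nlp-8.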

As a first validation step for this dataset, we sought to confirm that *pbrm-1* expression was reduced in *pbrm-1(TS-KO)* when compared with *pbrm-1(control)*. The differential expression analysis was performed using gene-based counts, and in this analysis, we did not identify *pbrm-1* as a DEG. 

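pbrm-1 (WBGene00007042) had 247 ± 11.5 CPM (SD, n = 5) in pbrm-1(TS-KO) and 263 ± 23.9 CPM (SD, n = 5) in pbrm-1(control). The libraries ranged from 233 to 265 CPM in pbrm-1(TS-KO) and from 224 to 286 CPM in pbrm-1(control), so the strains overlapped. The log2 fold change was -0.09 (standard error 0.0641, adjusted p = 0.433 in edgeR's quasi-likelihood test), a level of 94.0% of control, and the gene was lower in 4 of 5 pairs. Leaving out libraries gave log2 fold changes between -0.14 and -0.03. Differences were not detected for zif-1, whose product both transgenes encode, or for unc-119, which is mutant in both strains and was rescued with the C. briggsae gene (adjusted p = 0.781 and 0.606). hnd-1, whose promoter drives the transgenes, had only 3 to 28 counts per library and was not tested with edgeR. DESeq2 gave hnd-1 a log2 fold change of 0.11 (adjusted p = 0.942). Of the genes for other subunits, swsn-4 had a log2 fold change of 0.11 (adjusted p = 0.203) and swsn-9 one of 0.05 (adjusted p = 0.571). swsn-7 and phf-10 had log2 fold changes of -0.00078 and -0.0011, with adjusted p of 0.995 and 0.996.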

Since Cre-mediated recombination of the *pbrm-1* locus only removes exons 10–15 (Fig. 1a), we might not expect to detect differential expression using gene-based counts. 

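In the annotation, pbrm-1 lies on the forward strand of chromosome I of WBcel235 from 7495436 to 7503582. The pbrm-1a transcript has 15 exons and 6001 exonic bases, and exons 10 to 15, which start at 7501317 and end at 7503577, hold 1949 of these bases, or 32.5%. The upstream loxP site, placed by the paper 721 bp before the start of pbrm-1b, falls near 7500596, within intron 9, which runs from 7500057 to 7501316. The deposited counts are per gene, so exon values were not computed here. In the paper's exon-level table the reductions of exons 10 to 14 passed its threshold and were between 0.065 and 0.095 in size on the log2 scale. Exon 15, at -0.026, did not pass. By the paper's design, GFP was inserted before the stop codon and the downstream loxP site lies after GFP. Any part of exon 15 past the stop codon is therefore kept, and the 1949 bases count it. Upstream of the deletion the same table of the paper gives rises of 0.091 for exon 3, 0.067 for exon 4 and 0.06 for exon 6. These rises also passed its threshold. The other upstream exons had values above 0 that did not pass.

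**Figure D3:**
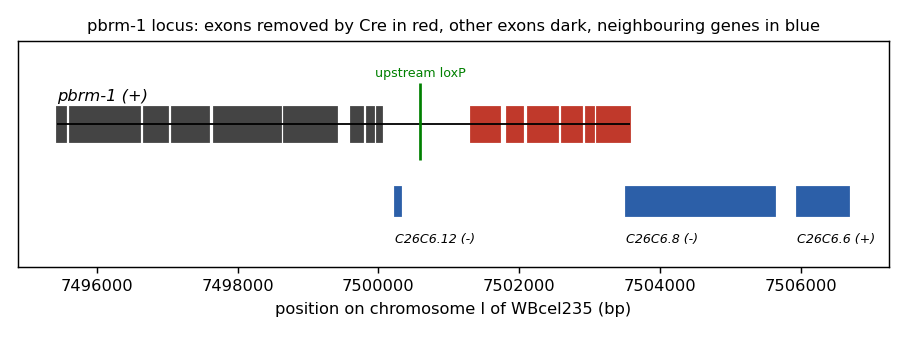
Map of the pbrm-1 locus on chromosome I of WBcel235, with position in base pairs on the horizontal axis. Exons 10 to 15 (red) lie downstream of the upstream loxP site, which falls near 7500596, and the annotated genes C26C6.12, C26C6.8 and C26C6.6 (blue) lie within or beyond the 3' part of the gene.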

We performed differential gene expression analysis at the exon level using DEXSeq (Li *et al.* 2015) and found that 5 of the last 6 exons had a statistically significant reduction in expression in *pbrm-1(TS-KO)* compared with *pbrm-1(control)* (Supplementary Fig. 1 and File 4). We conclude that we can detect *pbrm-1* mRNA expression differences that are restricted to mesodermal tissues in RNA isolated from whole L1 animals.

### *pbrm-1–*regulated genes in SGPs

Our goal with the tissue-specific knockout of *pbrm-1* was to identify genes that are targets of *pbrm-1* in the SGP/hmc fate decision. We are particularly interested in 2 groups of genes. First are genes that are positively regulated by *pbrm-1* and normally expressed at higher levels in SGPs than in hmc (SGP-biased); we identified 125 genes in this class (Supplementary File 2); these are candidate positive regulators of the fate and multipotency of SGPs. 

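All 125 genes of this class were tested and all were lower in pbrm-1(TS-KO). By edgeR's quasi-likelihood test 76 were called, or 60.8%, and with DESeq2 all but 6 were called. The median log2 fold change was -0.41, and the values ran from -2.98 to -0.15. Adjusted over the list alone all 125 passed, which is not independent evidence, since the class was drawn from calls on these libraries. Without control replicate 5, 54 were called.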

Second are genes that are negatively regulated by *pbrm-1* and are normally expressed at higher levels in hmc than in SGPs (hmc-biased); we identified 53 genes in this class (Supplementary File 2); these are candidate hmc differentiation genes or negative regulators of multipotency that are repressed in SGPs. 

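All 53 genes of this class were higher in pbrm-1(TS-KO), with log2 fold changes from 0.16 to 1.43 and a median of 0.29. With edgeR's quasi-likelihood test 37 were called, or 69.8%, and with DESeq2 49. Without replicate 6 of both strains, 10 were called.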

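The reporter genes were read in all 10 libraries. hsp-4 (WBGene00002008; chromosome II, 7350112 to 7352645 of WBcel235) had 75.1 ± 25.2 CPM (SD, n = 5) in pbrm-1(TS-KO) and 202 ± 61.3 CPM (SD, n = 5) in pbrm-1(control), a log2 fold change of -1.43 (standard error 0.257, adjusted p = 0.00688 in edgeR's quasi-likelihood test). dpy-18 (WBGene00001077; chromosome III, 11372886 to 11377980) had 49.2 ± 9.86 CPM and 125 ± 27.2 CPM (SD, n = 5 each), a log2 fold change of -1.35 (adjusted p = 0.00105). txdc-12.1 (WBGene00013263; chromosome II, 12240388 to 12242085) had 10.6 ± 3.28 CPM and 23.9 ± 8.33 CPM (SD, n = 5 each). hsp-12.3 (WBGene00002012; chromosome IV, 9444791 to 9445507) had 21.0 ± 12.17 CPM and 7.82 ± 2.12 CPM (SD, n = 5 each). acdh-1 (chromosome I, 6497436 to 6499560) had 25.8 ± 10.2 CPM and 1.79 ± 1.60 CPM (SD, n = 5 each), a log2 fold change of 3.84 (standard error 0.531, adjusted p = 0.00168). When libraries were left out, it lay between 3.47, without replicate 7 of both strains, and 4.49, without control replicate 5. nlp-58 (WBGene00077775; chromosome V, 9946321 to 9948940) had 16.9 ± 0.922 CPM and 8.73 ± 0.535 CPM (SD, n = 5 each), a log2 fold change of 0.95 (standard error 0.0658). For each of these 6 genes the 5 pbrm-1(TS-KO) libraries lay entirely to one side of the 5 control libraries (two-sided exact permutation test on log2 CPM, p = 0.00794, the smallest p that 5 against 5 allow), and the Benjamini-Hochberg adjusted p over the 6 genes is also 0.00794. This is not independent evidence, since the paper prioritized the reporter genes by their fold changes and adjusted p.

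**Figure D4:**
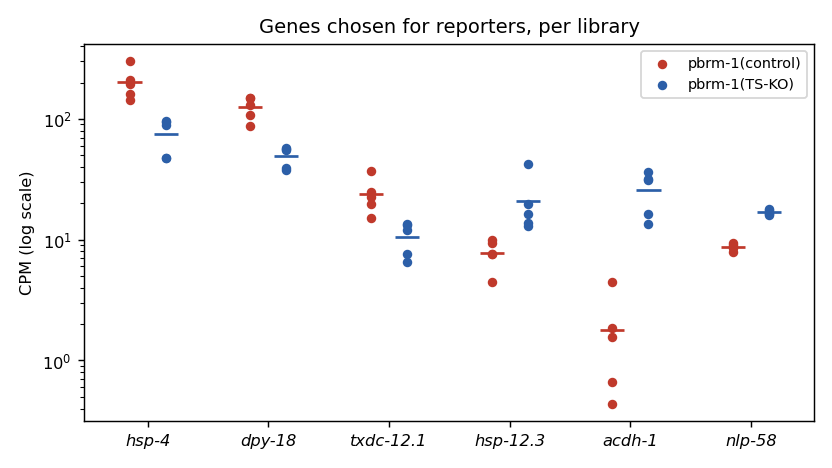
CPM of the 6 reporter genes in each library on a log scale, with a line at the mean of each strain. The libraries of the strains do not overlap for any of the 6 genes.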

We selected 3 genes in each category for reporter validation: *hsp-4, dpy-18,* and *txdc-12.1* are normally SGP biased and are downregulated in *pbrm-1(TS-KO)*, while *hsp-12.3, acdh-1,* and *nlp-58* are normally hmc biased and are upregulated in *pbrm-1(TS-KO)*. We generated transcriptional reporters of each gene and examined them for expression in SGPs or hmc. All of the reporters had some expression in L1 larvae. Of the SGP-biased gene reporters, *dpy-18::GFP* and *txdc-12.1::GFP*, had detectable expression in SGPs, while *hsp-4::GFP* did not. Of the hmc-biased genes, only *hsp-12.3::GFP* had detectable expression in hmc.

We chose *hsp-12.3::GFP* and *txdc-12.1::GFP* for further analysis because they had more limited expression in cells other than SGPs and hmc. We crossed each reporter into *pbrm-1(ok843)* mutants and examined their expression patterns in the wild-type and mutant backgrounds. The *hsp-12.3* reporter was expressed in hmc and, only occasionally and very weakly, in SGPs (Fig. 4a and b). In *pbrm-1* mutants, *hsp-12.3::GFP* was expressed more frequently and at higher levels in SGPs (Fig. 4a and d), suggesting that *hsp-12.3* is normally repressed by *pbrm-1* in SGPs. The *txdc-12.1* reporter was expressed in SGPs, and it had similar expression in wild-type and *pbrm-1* mutants (Fig. 4b and d), suggesting that either *txdc-12.1* is not regulated by *pbrm-1* in SGPs or the transcriptional reporter does not include all of the sequences required for proper regulation. Importantly, the reporter analysis identified one target of *pbrm-1* that could play a role in the SGP/hmc cell fate decision, indicating that this dataset can be used to identify these genes.

**Fig. 4.**
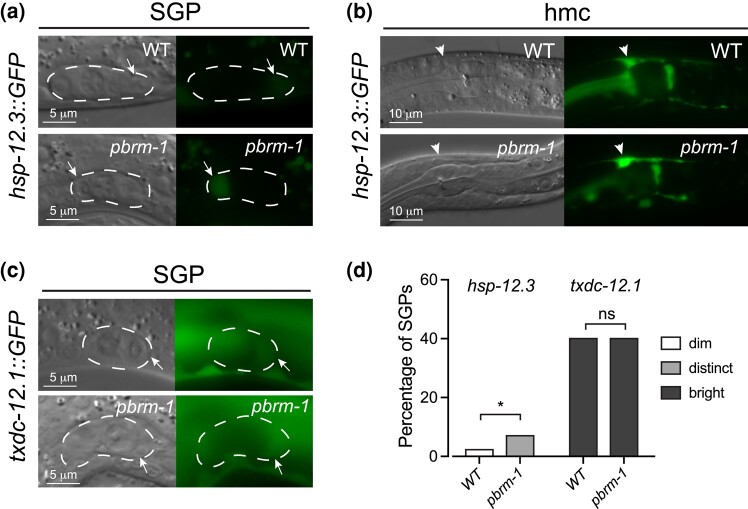
Genes regulated by *pbrm-1* in SGPs. Expression of reporters in wild-type (WT) and *pbrm-1(ok843)* mutants. Paired images are DIC (left) and GFP fluorescence (right). Arrows point to SGPs; arrowheads point to hmc; the gonad primordium is outlined (dashed line). Scale bars are indicated. *hsp-12.3::GFP* expression in SGP a) and hmc b); fluorescent exposures are 500 ms. a) *hsp-12.3::GFP* is expressed very faintly in wild type SGPs (top), and this expression increases in *pbrm-1(ok843)* mutants (bottom). b) *hsp-12.3::GFP* is expressed in hmc (top); this expression is unchanged in *pbrm-1(ok843)* mutants (bottom). c) *txdc-12.1::GFP* is expressed in WT SGPs (top), and this expression is unchanged in *pbrm-1(ok843)* mutants (bottom); fluorescent exposures are 50 ms. Paired WT and *pbrm-1* mutant images were taken with identical exposures and adjustments for comparison. d) Percentage of SGPs with dim (white), distinct (light grey), or bright (dark grey) GFP in SGPs. Unpaired Student's *t*-tests were used to compare expression in WT and *pbrm-1* mutants; *P ≤ 0.05.

## Discussion

*pbrm-1* encodes the signature subunit of the PBAF complex, which is important for distinguishing multipotent SGPs from their differentiated sister cell, the hmc (Large and Mathies 2014). We used a tissue-specific gene inactivation strategy to identify genes that are regulated by *pbrm-1* in SGPs. Our approach used Cre/lox recombination to remove *pbrm-1* exons that are common to all PBRM-1 isoforms and GFP nanobody-targeted protein degradation to remove residual protein. This combination produced a strong loss-of-function phenotype in the somatic gonad and the absence of any visible PBRM-1::GFP in SGPs, strongly suggesting that PBRM-1 targets in SGPs are among the DEGs in *pbrm-1(TS-KO)*.

Cre/lox recombination of the floxed *pbrm-1* allele results in the deletion of PBRM-1B and truncation of PBRM-1A after amino acid 1346, removing the DNA-binding HMG domain. The strongest existing *pbrm-1* allele by phenotypic and molecular criteria is *ok843,* which truncates PBRM-1A after amino acid 390 and leaves PBRM-1B unaffected (Fig. 1a; Large and Mathies 2014). Animals carrying the Cre/lox deletion, *rd34*, in their germline had phenotypes similar to *pbrm-1(ok843)*, including embryonic and larval lethality and missing gonadal arms, indicating that this deletion causes a strong loss of gene function. The *rd34* allele resulted in less lethality and a higher penetrance gonadogenesis defect than *ok843*, suggesting that different PBRM-1 domains may be important for these 2 developmental functions of the gene. The stronger effect of *pbrm-1(rd34)* on gonadogenesis could point to important functions for PBRM-1B in the somatic gonad. Conversely, the stronger effect of *pbrm-1(ok843)* on viability suggests that protein domains removed by this deletion may be important for embryogenesis or early larval development.

Cre/lox deletion of the last 6 exons of *pbrm-1* produced a phenotype that resembled zygotic loss of function for strong *pbrm-1* deletion alleles in the somatic gonad. *pbrm-1* alleles exhibit maternal effects on somatic gonad development (Large and Mathies 2014), which can be explained by the inheritance of maternal PBRM-1 protein by SGPs. Consistent with this, the addition of PBRM-1 degradation in the mesoderm produced a phenotype that resembled maternal and zygotic loss of *pbrm-1* function in the somatic gonad. These observations are consistent with a previous study that showed dose-dependent functions of the SWI/SNF complex in the regulation of cell division in the M mesoblast: the incomplete loss of *swsn-1* via Cre/lox recombination or GFP nanobody-directed protein degradation produced an overproliferation phenotype, while the combination of both produced an underproliferation phenotype (van der Vaart *et al.* 2020). Together, these 2 studies argue strongly for the use of both genetic deletion and protein degradation to produce a strong loss of gene function in specific tissues.

### *pbrm-1–*regulated genes in the SGP/hmc fate decision

To understand how *pbrm-1* influences the SGP/hmc fate decision, we sought to identify genes whose regulation and expression suggested a role in this cell fate decision. We identified genes in 2 categories: (1) those that were positively regulated by *pbrm-1* and normally SGP biased (125 genes) and (2) those that were negatively regulated by *pbrm-1* and normally hmc biased (53 genes). We used fluorescent reporters to examine the expression and regulation of 3 genes in each category. Of the 6 reporters, 3 had the expected expression in SGPs or hmc. This is consistent with our previous work, in which we found that 2 of 5 genes with expression in sorted SGPs were validated by reporters (Mathies *et al.* 2019). There are many reasons that traditional transgenic reporters may not accurately reflect the expression of the gene, the most significant of which is that they do not contain all relevant regulatory sequences. Indeed, in our previous work, we showed that when we used CRISPR/Cas9 genome editing to make an endogenous reporter for a gene that did not mirror the RNA sequencing results, we observed the expected expression pattern, strongly supporting the notion that transcriptional reporters may not always accurately recapitulate the endogenous expression pattern.

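In the sequencing data, hsp-12.3 had a log2 fold change of 1.43 (standard error 0.331, adjusted p = 0.0246 in edgeR's quasi-likelihood test). TS-KO replicate 7 held 42.3 CPM, and the other pbrm-1(TS-KO) libraries held between 12.96 and 19.67 CPM. The rise was present in 5 of 5 pairs, and the log2 fold change stayed between 1.00 and 1.66 when libraries were left out. The adjusted p rose above the threshold in 4 of those 15 fits, to at most 0.0741. txdc-12.1 had a log2 fold change of -1.18 (standard error 0.262, adjusted p = 0.0203), was lower in 5 of 5 pairs, and lost its call in 3 of the 15 fits, with an adjusted p of at most 0.0807.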

We further examined the regulation of reporters for *hsp-12.3* and *txdc-12.1. hsp-12.3* was upregulated in *pbrm-1(TS-KO)*, and consistent with this, we found that the reporter was more highly expressed in SGPs in *pbrm-1* mutants, indicating that *hsp-12.3* is normally repressed by *pbrm-1* in SGPs. *txdc-12.1* was downregulated in *pbrm-1(TS-KO)*, but the reporter did not show any change in expression in *pbrm-1* mutant SGPs. One explanation for this result is that *txdc-12.1* is not regulated by *pbrm-1* in SGPs; instead, it may be regulated by *pbrm-1* in other mesodermal tissues. Alternatively, the reporter might be missing the regulatory sequences that mediate regulation by *pbrm-1* in SGPs. Ultimately, it will be necessary to examine reporters in the native genomic context to fully characterize the regulation of these genes by *pbrm-1*.

Our tissue-specific inactivation strategy provides a significant improvement over gene expression studies using conventional germline mutations, which affect all cells in the animal and that result in a high degree of lethality. However, this approach does have some limitations for identifying *pbrm-1*–regulated genes in SGPs. First, to inactivate *pbrm-1* early in the SGP lineage, we also had to inactivate it in other mesodermal tissues. The *hnd-1* promoter is expressed in the grandparents of SGPs (and hmcs) and again shortly after the SGPs are born (Mathies *et al.* 2003). We chose this promoter because it could be used to inactive *pbrm-1* prior to the SGP/hmc fate decision. The *hnd-1* promoter also drives expression earlier in the MS, C, and D lineages, which produce a total of 83 cells including 70 body muscles, 2 SGPs, the hmc, and 10 other mesodermally derived cells (Sulston *et al.* 1983). We therefore expect the dataset to include *pbrm-1*–regulated genes in each of these cell types. Since there are many more muscle cells than SGPs, we anticipated that we would identify *pbrm-1*–regulated genes in muscles, and indeed, GO terms related to muscle function were an overrepresented category in the DEGs. Second, the *hnd-1*–driven Cre recombinase causes a low level of maternal recombination resulting in animals that are mutant for *pbrm-1* in all 558 cells of the L1 larva, including SGPs. Both limitations will reduce the sensitivity to detect *pbrm-1*–regulated genes in SGPs. Nonetheless, we identified 178 candidate genes and confirmed one gene, *hsp-12.3,* that is regulated by *pbrm-1* in SGPs.

### Muscle differentiation genes are positively regulated by *pbrm-1*

*hnd-*1–driven gene inactivation eliminates PBRM-1 protein from most of the body wall muscles. We found that genes with GO terms related to muscle function were overrepresented among the *pbrm-1*–regulated genes in this dataset. The *C. elegans* body wall musculature differentiates in embryogenesis just prior to the 2-fold stage (Hresko *et al.* 1994). Our gene expression analysis was performed on L1 stage larvae, in which muscles are fully differentiated. We found 12 DEGs related to muscle contraction or striated muscle development, and all but one of these genes had reduced expression in *pbrm-1(TS-KO),* indicating that *pbrm-1* normally promotes the expression of these genes.

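Of the 12 genes, 8 were called in edgeR's quasi-likelihood test, all of them lower, and 12 were called with DESeq2. The 9 genes that the paper's supplementary table marks as enriched in muscle were all lower in pbrm-1(TS-KO). Abundant muscle genes outside this set did not all fall. act-1, act-3, act-4, mlc-1, cpn-3, clik-1, deb-1 and unc-87 were called lower, with log2 fold changes from -0.49 for act-3 to -0.18 for unc-87. unc-54 had a log2 fold change of -0.00084 (standard error 0.0619) and unc-15 one of -0.06 (standard error 0.0421). From the lower expression of the genes related to muscle contraction and striated muscle development, the paper concludes that pbrm-1 normally promotes their expression.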

We predicted that the loss of muscle gene expression might affect worm locomotion. However, we did not observe any difference in locomotion speed between *pbrm-1(−)* and *pbrm-1(+)* worms, suggesting that *pbrm-1* is not required in muscles for normal locomotion. One possibility is that the gene expression changes were not significant enough to impact muscle structure and therefore affect locomotion. 

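In the deposited counts, the 11 muscle genes with lower expression in pbrm-1(TS-KO) stood at between 71.2% of control, for unc-52, and 89.8%, for pat-10, with a median of 82.0%. The gene with higher expression, mel-26, stood at 111%.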

Most of the muscle genes had modestly reduced expression, ranging from 70% to 90% of the levels in *pbrm-1(+)* (Supplementary File 3). This analysis was complicated by the fact that both strains used for the RNA-Seq analysis had reduced locomotion speed compared with wild type. These strains carry single-copy insertions that were generated using the MosSCI technique, which uses the rescue of an *unc-119* mutant phenotype as a selectable marker (Frokjaer-Jensen *et al.* 2008). *unc-119* mutants have significantly reduced locomotion speed (Maduro and Pilgrim 1995). Therefore, it is likely that the reduced locomotion speed in these strains is due to the incomplete rescue of the *unc-119* phenotype, and it is possible that the locomotion defect may be masking any subtle effect of mesodermal *pbrm-1* inactivation on locomotion.

Mammalian SWI/SNF complexes promote MyoD-dependent muscle differentiation, and about a third of MyoD-induced genes require SWI/SNF function (de la Serna *et al.* 2001; de la Serna *et al.* 2005). These studies specifically implicated the core ATPase subunits of SWI/SNF, Brahma (Brm) and Brahma-related gene-1 (Brg1). *C. elegans* has a single gene, *swsn-4,* encoding the SWI/SNF ATPase subunit (Sawa *et al.* 2000). Based on phenotypic analyses, it is predicted that SWSN-4 is incorporated into both BAF and PBAF complexes (Shibata *et al.* 2012; Large and Mathies 2014). The finding that PBRM-1 regulates the expression of muscle differentiation genes in *C. elegans* raises the possibility that the PBAF complex promotes muscle differentiation across phyla. It further suggests that this dataset may provide insight into how PBAF regulates the differentiation of muscles.

## Supplementary Material

jkad297_Supplementary_Data

## Data Availability

Strains are available upon request. The RNA sequencing dataset generated during this study is available in the NCBI Sequence Read Archive (SRA), accession number PRJNA1027254, and raw counts are available in the NCBI Gene Expression Omnibus (GEO), accession number GSE249603. Supplemental material available at G3 online.

# Supplementary material for: PBRM-1/PBAF-regulated genes in a multipotent progenitor in Caenorhabditis elegans
**Source:** G3 (Bethesda). 2023 Dec 27;14(3):jkad297. doi: 10.1093/g3journal/jkad297
**Supplement:** jkad297_Supplementary_Data

**Figure S1. RNA sequencing analysis.** (A) Principal component analysis. Gene expression profiles plotted against principal components one and three (PC1 and PC3). *pbrm-1(TS-KO)* and *pbrm-1(control)* replicates group separately. (B) Exon-level differential gene expression analysis for *pbrm-1.* Expression level in *pbrm‑1(TS-KO)* (blue) or *pbrm-1(control)* (red) is plotted for each exon. Significant differences are indicated by pink exons on the gene diagram. Exons deleted by Cre/lox recombination in the *pbrm-1(TS-KO)* allele are indicated. Results of the DEXSeq analysis are in File S4. E006, E011, and E019 do not correspond to known exons and are only 2 or 3 bps in length.

How the deposited data were processed for this re-analysis (not part of the article)

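RNA was sequenced from whole early L1 larvae of the pbrm-1(control) strain and the pbrm-1(TS-KO) strain, with 5 libraries each, numbered 1, 4, 5, 6 and 7. The authors trimmed the reads for adapters and quality, mapped them with STAR to the Ensembl C. elegans genome, counted uniquely mapped reads within exons with featureCounts, and deposited the counts per gene, without normalization. The methods name the assembly WBcel325, which was taken as WBcel235. The paper's text does not state whether the counting used strand. All 10 columns of the count table were used, and the values were whole numbers with a different total in each library. Of the 46756 genes listed, 46581 are in the annotation, and 21590 had counts in all 5 libraries of at least 1 strain.

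Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Differential expression was tested with edgeR's quasi-likelihood F test on genes passing filterByExpr, with TMM normalization, no covariate and Benjamini-Hochberg adjustment, at an adjusted p of at most 0.05 and no limit on the fold change. Standard errors of log2 fold changes are approximate, since they were derived from the log2 fold change and the F statistic. CPM are counts scaled to library size after TMM normalization, and a prior count of 2 was used on the log scale. Exact permutation tests on single measures were two-sided over all divisions of the libraries into 5 and 5. Principal component analysis used regularized log values from DESeq2 for genes with at least 0.5 CPM in at least 1 library, centered and not scaled.

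On data simulated from the dispersions that edgeR estimated here, edgeR called 145 of 200 changed genes, of which 94% of the 100 changed 2-fold and 51 of the 100 changed by 0.5 on the log2 scale, and 5.84% of its calls were false. With the replicate block 9.52% of calls were false, with DESeq2 20.1% and with limma-voom 5.33%. Since the dispersions were edgeR's, these shares do not rank the tools. In the simulated data camera called 0 of 50 unchanged lists and called the list that was lowered 2-fold. Each gene was simulated independently, so this does not show how often camera calls unchanged lists whose genes are correlated. The share of counts in the 10 most abundant genes was between 6.68% and 7.58%.

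The paper states that replicates were grown on different days with the strains in parallel, so libraries of 1 number were taken as pairs. The correlation of the pairs' deviations from their strain means was 0.505, 0.283, 0.124, -0.0514 and 0.351 for replicates 1, 4, 5, 6 and 7, with a median of 0.283, against a median of -0.0972 between libraries of different numbers. Within strains, all 20 pairs of libraries differed by more than counting noise, with chi-square ratios from 3.51 to 44.0, so none looked like a duplicate of another.

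Genes named in the text were every gene that the paper names in its RNA-seq results, the genes of Table 2, the 6 hmc-biased neuropeptide genes, the 6 reporter genes, genes of the constructs and the complex, and the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 1 CPM and 1 direction in all 5 pairs. C26C6.12 and C26C6.6 were chosen after their values were seen, as were the neighbours of pbrm-1 on its upstream side and the genes of the body wall muscle list that are named outside Table 2. The paper's gene lists were taken from its supplementary tables. Lists of genes for body wall muscle, pharyngeal muscle, FMRF-like peptides, neuropeptide-like proteins, cytosolic ribosomal proteins, vitellogenins, major sperm proteins and the germline were named before the counts were seen. The lists for the ER unfolded protein response, the cuticle and molting, and small heat shock proteins were named after such genes had been seen in the paper's table. Lists were tested with limma's camera with an inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over 10 lists.

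The alternatives tried were DESeq2, RLE size factors, no filter on low counts, a filter on at least 10 counts in every library, the replicate number as a block in edgeR and in DESeq2, limma-voom with sample quality weights, fry and an estimated correlation for the lists, log2 CPM and the 500 most variable genes for the principal components, and fits without each library and without each pair. These choices were made before the data were examined. DESeq2 on genes with at least 0.5 CPM was added after the data had been seen. Correction for GC content was planned and not run, since no genome sequence was at hand. The exon-level test of the paper was not repeated, since the counts are per gene, and its enrichment of gene ontology terms was not repeated, since no table of terms was at hand.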

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

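Both tests on the genes beside pbrm-1, and those of a swap or mixture of strains in control replicate 5, were chosen after the result was seen. For 114 groups of 5 libraries, made up of component scores, totals, gene lists and named genes in each strain, the most distant library was compared with the rest by Dixon's test. In 11 groups a library lay far from the others, where chance gives about 5.7, and 6 of the 11 concern control replicate 5. These include glf-1 and R09E10.5, which were named as the largest falls, and their falls were smaller without control replicate 5. The chance count does not allow for that choice of genes.

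Control replicate 5 had a score of -24.1 on principal component 1, and the other control libraries lay between -6.23 and 1.05. Its CPM was 0.672 for hnd-1 (0.0695 to 0.177 in the other control libraries), 187 for pat-3 (145 to 156), 45.4 for nlp-11 (52.4 to 53.9), 38.4 for glf-1 (1.09 to 10.9) and 74.2 for R09E10.5 (5.30 to 12). Its total of 41694924 counts lay within the range of the other control libraries. Of 238 cuticle and molting genes, 90 were at their highest of the control libraries there, where an even share is 47.6, but 83 were highest in control replicate 1, whose median deviation for the list was also larger (0.296 against 0.253 on the log2 scale), so high cuticle genes do not mark control replicate 5 alone. Unhatched embryos in control replicate 5 may be considered as a source. Of 8 tested genes from a list of 19 embryonic regulators, 1 was highest in this library (one-sided exact binomial test, p = 0.832). The median deviation of these genes was 0.337 on the log2 scale there, below only control replicate 6, with 0.456, among the 10 libraries. These weakly expressed genes are too few to exclude embryos. A swap with a pbrm-1(TS-KO) library is excluded. Of 202 genes called at least 2-fold apart without control replicate 5, 18 (8.91%) lay nearer the pbrm-1(TS-KO) mean than the mean of the other control libraries in it. A mixture with pbrm-1(TS-KO) larvae as the source of the distance is argued against by the median position of these genes, -0.00416 on a scale of CPM with 0 at the other control libraries and 1 at pbrm-1(TS-KO). The other control libraries, left out in the same way, had medians from -0.0299 to 0.447, and from -0.0717 to 0.176 with control replicate 5 also left out. Control replicate 7 had the highest median both times. In it 48.6% of 319 genes lay nearer the pbrm-1(TS-KO) mean, and 34.5% of 203 with control replicate 5 also left out. The score of control replicate 5 on component 1 also lay on the far side from pbrm-1(TS-KO). A share too small to move the median of control replicate 5 is not excluded. A difference in developmental age, or a mixture with or mislabelling of material other than pbrm-1(TS-KO), stays open. No biological explanation within the control strain was tested. Without this library 907 genes were called in place of 1299.

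Except for TS-KO replicate 1, the other outlying libraries were single values. TS-KO replicate 1 had a score of 0.778 on principal component 3 (3.63 to 4.29 in the other pbrm-1(TS-KO) libraries) and 459 CPM of nlp-49 (514 to 531). TS-KO replicate 7 had 42.3 CPM of hsp-12.3 (12.96 to 19.67). TS-KO replicate 4 had a median deviation of -0.0164 on the log2 scale for the neuropeptide-like protein genes (0.0278 to 0.0449). Control replicate 6 had 208 CPM of swsn-7 (235.2 to 243). This number of separate outliers is near what chance gives, and no cause was tested.

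The paper does not discuss 3 genes beside or within pbrm-1 that were higher in 5 of 5 pairs. C26C6.12, a noncoding RNA gene on the reverse strand within intron 9 of pbrm-1 (7500236 to 7500327 on chromosome I of WBcel235), had a log2 fold change of 3.25 (adjusted p = 0.000922 in edgeR's quasi-likelihood test), from 0 to 4 counts in the control libraries and 13 to 21 in the pbrm-1(TS-KO) libraries. C26C6.8 (7503523 to 7505642, reverse strand), which overlaps the 3' end of pbrm-1, had a log2 fold change of 2.03 (adjusted p = 0.000106). C26C6.6 (7505951 to 7506693, forward strand) had one of 1.225 (adjusted p = 0.00688). All 3 were weakly expressed, with means of 0.435, 2.28 and 1.14 CPM in pbrm-1(TS-KO). The 3 tested genes on the upstream side, T28F4.8, T28F4.4 and T28F4.5, did not differ (adjusted p = 0.752, 0.428 and 0.601). Chance is argued against, since 0.233% of tested genes had as many of their 6 nearest tested genes called higher. By the paper's design, GFP was inserted before the stop codon and the downstream loxP site lies after GFP. The deletion in pbrm-1(TS-KO) thus keeps sequence beyond the stop codon. Transcription running past the end of the recombined gene is a candidate explanation for C26C6.8 and C26C6.6, and was not tested. It does not cover C26C6.12, which ends at 7500327, upstream of the upstream loxP site near 7500596. Reads of pbrm-1 mRNA counted on overlapping genes are argued against for C26C6.6, which does not overlap pbrm-1. For C26C6.8 and C26C6.12 the level of pbrm-1, 94.0% of control, cannot decide this. Their counts, at most 103 and 21 per library, are small beside the 8199 or more of pbrm-1. Unspliced pbrm-1 reads within intron 9 and a strain variant at the locus were not tested and stay open.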

How the results depend on the processing

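The correction for GC content, alone and with the replicate block, was not run, since no genome sequence was at hand. Where counts below changed, the cause was not tested, except that fits without libraries hold fewer samples.

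The number of genes called was 2899 with limma-voom and sample quality weights (1403 higher, 1496 lower). It was 1923 with DESeq2, with 1111 lower, and DESeq2 with the replicate block called 1097 lower. Without a filter on low counts 971 genes were called, 374 higher and 597 lower. DESeq2 on genes with at least 0.5 CPM, chosen after seeing the data, called 2013 genes (871 higher, 1142 lower). RLE size factors called 1289, the stricter filter 1253 and the replicate block 1826. The share of called genes that were lower ran from 51.6% to 63.9% over all settings.

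Without single libraries or pairs, the number of genes called ran from 408 (without replicate 6) to 1204, with 154 to 535 higher and 254 to 696 lower. Without replicate 5 it was 529. Of the paper's lists, 185 to 540 genes expressed in SGPs, 148 to 413 expressed in muscle, 105 to 319 expressed in both, 28 to 68 of the SGP-biased, 10 to 33 of the hmc-biased, 4 to 8 of the muscle function genes, 4 to 11 of the neuropeptide genes and 1 to 3 of the hmc-biased neuropeptide genes were called. The lowest counts came without replicate 6 of both strains, shared with replicate 5 for the muscle function genes and with replicates 5 and 7 for the hmc-biased neuropeptide genes.

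With DESeq2, all but 6 of the 125 SGP-biased genes (1.2e+02 genes) and 21 neuropeptide genes were called, and all but 6 and 22 in the added DESeq2 setting. For the hmc-biased neuropeptide genes 5 were called with DESeq2, 5 with the replicate block, 5 with DESeq2 and the block, and 6 in the added setting.

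Body wall muscle, pharyngeal muscle and the ER unfolded protein response still passed with fry. With fry the lists for cuticle and molting genes (median log2 fold change -0.30, adjusted p = 0.125), FMRF-like peptides (0.12, adjusted p = 0.101) and ribosomal proteins (-0.10, adjusted p = 0.101) no longer passed. With an estimated correlation body wall muscle (-0.15, adjusted p = 0.230), pharyngeal muscle (-0.10, adjusted p = 0.492), the ER unfolded protein response (-0.26, adjusted p = 0.0804), cuticle (-0.30), FMRF-like peptides (0.12) and ribosomal proteins (-0.10) did not pass. The germline list passed with at least 10 counts in every library (0.12, adjusted p = 0.0484). Without libraries, medians ran from -0.12 to -0.0779 for pharyngeal muscle, from 0.0124 to 0.0727 for neuropeptide-like proteins, from 0.0707 to 0.17 for the germline, and from -0.0816 to 0.18 for the vitellogenins, whose median changed sign in 8 of the 15 fits. The camera calls of body wall muscle, the ER unfolded protein response, cuticle, FMRF-like peptides and ribosomal proteins held in all 15 fits. Pharyngeal muscle did not pass in 4 (without control replicate 4, control replicate 7, TS-KO replicate 7 and replicate 7 of both strains), with adjusted p from 0.0130 to 0.108 over the 15 fits. The germline list passed in 6 (without control replicates 5 or 6, TS-KO replicates 1 or 7, or replicates 5 or 6 of both strains), with adjusted p from 0.00456 to 0.238. Neuropeptide-like proteins passed in 1, without replicate 4 of both strains, with adjusted p from 0.0479 to 0.629.

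Components 1 and 3 held 46.1% of the variance with log2 CPM, 62.9% over the 500 most variable genes, and 51.8% to 55.5% without single libraries.

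Genes with no difference changed sign around 0. The log2 fold change of swsn-7 was 0.00075 with RLE size factors, 0.00092 without a filter, 0.00092 with the block, 0.0011 with DESeq2 and the block, 0.034 with limma-voom and 0.0018 in the added setting, and between -0.0502 and 0.0265 without libraries. That of phf-10 was 0.00015 with DESeq2, 0.00094 with RLE size factors, 0.0016 without a filter and 0.0026 in the added setting, and between -0.0471 and 0.106 without libraries. Over the other values of named genes under the alternatives set before the data were examined, 63 were weaker, 27 stronger and 765 kept their direction and side of the threshold.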

Differences from the paper's values

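The number of differentially expressed genes was 1299 with edgeR, against the paper's 1955, and the number lower in pbrm-1(TS-KO) was 720, against the paper's 1129. For the paper's lists, 656 genes expressed in SGPs were called against the paper's 990, 76 SGP-biased genes against the paper's 125, 13 neuropeptide genes against the paper's 22, and 2 hmc-biased neuropeptide genes against the paper's 6. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, came nearest, with 1923 genes, 1111 lower, 957 expressed in SGPs, all but 6 of the SGP-biased genes, 21 neuropeptide genes and 5 hmc-biased neuropeptide genes. The replicate block and DESeq2 with the block came within 1.5 times of each of the paper's values while leaving part of each gap, with 1826 and 1849 genes, 1018 and 1097 lower, 775 and 750 expressed in SGPs, 91 and 89 SGP-biased genes, 15 and 18 neuropeptide genes, and 5 hmc-biased neuropeptide genes in both. Limma-voom overshot the paper's totals, with 2899 genes and 1496 lower, and called 820 genes expressed in SGPs, 96 SGP-biased genes and 18 neuropeptide genes. It did not come within 1.5 times for hmc-biased neuropeptide genes. The filter on at least 10 counts called 671 genes expressed in SGPs, which is within 1.5 times of the paper's value with most of the gap left. RLE size factors, no filter and the fits without libraries came within 1.5 times of none of these values. DESeq2 on genes with at least 0.5 CPM, chosen after seeing the values, gave 2013 genes, all but 6 of the SGP-biased genes, 22 neuropeptide genes and 6 hmc-biased neuropeptide genes.

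The paper calls pat-10, dyb-1, mel-26, pat-3, nlp-11, nlp-59, nlp-49 and nlp-8 differentially expressed. In edgeR's quasi-likelihood test their adjusted p were 0.0778, 0.0873, 0.0563, 0.0561, 0.0644, 0.0591, 0.0794 and 0.0570. With DESeq2 they were 0.0497, 0.0470, 0.0201, 0.0209, 0.0413, 0.0250, 0.0519 and 0.0381. DESeq2 with the block called dyb-1, pat-3, nlp-11, nlp-59 and nlp-49, and the added DESeq2 setting, chosen after seeing the values, called all 8. The replicate block in edgeR also called mel-26, pat-3, nlp-11, nlp-59 and nlp-8, and limma-voom called pat-10, dyb-1, mel-26 and nlp-11.

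acdh-1, nlp-58 and nlp-11 are not on the paper's supplementary list of 53 hmc-biased genes, although the text treats acdh-1 and nlp-58 as hmc-biased and a supplementary table of neuropeptide genes marks nlp-11 so. The methods give directions for the SGP-biased and hmc-biased subsets opposite to those of the results, and the counts had the directions of the results.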

Other observations

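The tests on the X chromosome and on called genes lying side by side were chosen after the results were seen. All hypotheses here were tested on the data in which the patterns were found.

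Of 100 of the 126 divisions of the 10 libraries into 5 and 5, 1, the real one, gave as many as 1299 called genes. The next gave 1126, with control replicates 1 and 5 and TS-KO replicates 1, 5 and 6 on 1 side, which divides the libraries by the sign of principal component 2. The median of the others was 0. Among 12 drawn divisions that part all 5 pairs, the real one was again alone, and the others gave 0 genes. On component 2 both libraries of replicates 1 and 5 scored above 0, and both of replicates 4 and 7 below 0. Replicate 6 was split, at -5.87 in pbrm-1(control) and 8.13 in pbrm-1(TS-KO). The division thus follows the replicate number, and so the day, except in replicate 6. What lies behind it is not known.

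The median of the 52 body wall muscle genes, of which 43 were lower and 9 higher, fell in 5 of 5 pairs. An equal fall of all muscle genes is argued against, since 17 of 40 muscle genes with at least 100 CPM lay on 1 side of their median in all 5 pairs. Chance gives 2.5 (binomial p = 7.44e-11, with genes taken as independent, which they are not). A smaller share of muscle in the larvae is not excluded, since genes also expressed outside muscle would then fall less than others. unc-89 had a log2 fold change of -0.03 (standard error 0.0730), and deb-1 and clik-1 had -0.25 and -0.28 (standard errors 0.0454 and 0.0500). act-1 and act-3 are near-identical paralogs whose reads are hard to assign. Developmental timing of single libraries may contribute, since in pairs 6 and 7, where cuticle genes barely fell, the list median lay at the 0.910 and 18.4 percentile of random lists matched on expression, so pair 7 leaves timing open.

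The 238 cuticle and molting genes had a median log2 fold change of -0.30 (189 lower, 14 called lower and 4 called higher, 19 passing adjusted over the list alone; camera adjusted p = 3.27e-05). Pair medians were -0.41, -0.34, -0.37, -0.05 and -0.01 for replicates 1, 4, 5, 6 and 7. Without 1 pair the median changed by at most 1.24 times, from -0.37 to -0.25. Developmental timing of single libraries cannot be told apart from an effect of the strain, since the pairs differ widely while no pair decides the median.

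The 30 genes of the ER unfolded protein response, a list informed by the paper's table, had a median log2 fold change of -0.26 (29 lower, 16 called lower, 21 passing adjusted over the list alone; camera adjusted p = 3.64e-13, fry adjusted p = 0.000172). Single libraries are argued against, since the list fell in 5 of 5 pairs, with pair medians from -0.35 to -0.22.

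The 79 cytosolic ribosomal protein genes had a median log2 fold change of -0.10 (camera adjusted p = 7.06e-09), lower in 4 of 5 pairs, with 3 called and 1 called without control replicate 5. The 4 vitellogenins had one of 0.0022 (adjusted p = 0.848), the 10 small heat shock protein genes -0.18 (adjusted p = 0.340) and the 14 germline genes 0.12 (adjusted p = 0.0559). No major sperm protein gene passed the filter.

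On the X chromosome 151 called genes were lower and 45 higher, against 568 and 531 on the autosomes (Fisher's exact test, p = 1.80e-11). This test counts genes, which are not independent replicates, so its p does not measure the spread between libraries. The median over tested X genes was lower in 5 of 5 pairs, at -0.06. Control replicate 5 alone is argued against, since the X medians of the other pairs lay between -0.0677 and -0.0309. Without control replicate 5 the p of Fisher's exact test was 2.58e-07. The largest p over the alternatives was 0.00561, without replicate 5 of both strains. An effect of the strain on the X chromosome and a difference in background between the strains, whose transgenes differ, stay open and were not tested.

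Of windows of 50 tested genes, the densest held 7 genes changed at least 2-fold, against a shuffled median of 5 (permutation p = 0.0099). This number was reached in overlapping windows on chromosome V between 349385 and 637518. The shuffles ran over the whole genome, and chromosome V held 90 such genes among 3786 tested, against 43 among 2680 on chromosome IV. The p therefore cannot tell a local cluster from the excess on chromosome V as a whole. A variant linked to the strain was not tested and stays open. Called genes also lay side by side across the genome, in 136 neighbouring pairs of 1 direction, against a mean of 53.3 and at most 83 in 10000 shuffles within chromosomes (permutation p = 1e-04, the smallest they can give), so families of neighbouring genes stay open.

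Gene length bias is argued against as the source of the directions, since Spearman's rho of the log2 fold change with exonic length was -0.0403 across genes, which are not independent replicates, and between -0.0812 and 0.0561 in single pairs. A difference in library size is argued against, since the totals of the strains overlapped (two-sided exact permutation test, p = 0.683).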
